A study of Mus musculus with 2 samples. Its data were reported in "Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18Rαhi CD8+ T cells" (2021).

How the data were processed

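Endogenous CD8+ T cells of C57BL/6 mice were profiled on Affymetrix Clariom S mouse arrays, a single-colour platform with 1 biotin-labelled sample per array. Each array received RNA pooled from 5 mice. Groups were taken from the treatment labels, with 1 array for CTXpre (control) and 1 for CTXpre/CD4post (anti-CD4). Mice had been inoculated with 200000 B16F10 melanoma cells on the first day, and IL-2 was given at 10000 IU.

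The deposited values are log2 expression values that the authors made with robust multi-array averaging (RMA) in Affymetrix Power Tools, as named in the submitters' processing notes and the study's methods. RMA subtracts background, quantile-normalizes the arrays and summarizes the probes of each probe set, so both arrays have nearly the same distribution and a global shift in RNA amount cannot be seen. The versions of these tools are not given in the sources used here. The values ran from 1.49 to 12.8 in CTXpre and from 1.51 to 12.9 in CTXpre/CD4post, with medians of 5.15 on both. No column of per-sample values was left unused (0 unused columns). No genome build is given in the sources used here, so no coordinates are printed.

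Of 22206 probe sets, 19572 carried 1 gene symbol, 0 carried several and 2634 are unnamed here. Symbols came from the platform annotation and were compared with a RefSeq gene table through Entrez identifiers, which changed 0 symbols. The 19505 genes included 55 with more than 1 probe set, and the probe set with the highest mean level over both arrays stood for the gene. Some members of the gene lists have no probe set named here and were not analysed.

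No detection calls were used. The background bound of each array was the 95th percentile of 1447 probe sets of olfactory, vomeronasal and taste receptors, 4.32 for CTXpre and 4.33 for CTXpre/CD4post, with 13989 and 13904 probe sets above it. Where a probe set was above the bound on 1 array only, the brighter level was set against the higher of the bound and the measured dim level, and the ratio is given as "at least N-fold". Both arrays had a Pearson r of 0.988 across probe sets, which are not independent replicates. The median difference was 0.01 and the median absolute difference 0.18.

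With 1 array per group no test was possible and no p-value was computed. Genes were called by size, at least 2-fold by measured levels, as the study's text does. The median difference of each of 31 gene lists was given as a percentile among 10000 random lists of the same size matched on mean level in 20 bins, which describes these libraries only. Counts of 1.5-fold members are by measured levels, over genes above background on at least 1 array. The lists were T-cell core, naive and memory, effector, inhibitory receptors, activation, IL-18 and IL-12 pathway, type 17 and innate-like, type 2, natural killer receptors, migration, resident memory, virtual memory, proliferation, interferon response, glycolysis, S100 with annexins and galectins, immediate early with heat shock, both lists of the study, housekeeping, and 11 lists of other cell types. They were fixed before the data were examined, but with the study read and its plot of highest genes and part of its table of fold values seen, so the choice was not blind.

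Named genes were fixed by a rule, namely the 15 highest and 15 lowest genes above background (leaving out predicted genes and antigen receptor segments), up to 4 members of each list with the largest difference above background, and Cd8a, Cd8b1, Cd4, Thy1, Ifng and Il18r1. A gene on several lists counts under each. Genes outside the rule were chosen after their values were seen. In the report these are Itgb1, Cxcr4, Ccr9, Btla, Prf1, Gzma, Epas1, Cd69, Nr4a2 and Tnfrsf9. In the closing section they are the members named from the gene families and the added lists, though the added lists themselves were written before their members' values were seen.

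The method was tested on simulated arrays with the 22206 real levels, Gaussian differences with the robust spread of each level bin and 200 changed probe sets. Over all probe sets the real differences had a robust SD of 0.27 and an SD of 0.32. The simulation leaves out such heavier tails, so its share of unchanged probe sets called may be too low. The 2-fold rule called 5 of 50 probe sets changed 1.5-fold, 26 of 50 changed 2-fold, 50 of 50 changed 3-fold and 50 of 50 changed 4-fold, and 6 of 22006 unchanged ones. Of 200 simulated lists of 12 genes, 164 shifted by 0.25 and 200 shifted by 0.5 lay above the central 95% of random lists. Of 200 unshifted ones, 8 lay above it and 8 below it. The simulated differences are independent between genes, so these shares may not hold for lists whose genes vary together. Alternatives were the difference centred on its median, quantile normalization, a lowess trend on level removed (fraction 0.3), 32 added to the linear values, thresholds of 1.5-fold and 3-fold, no filter, the 99th percentile as bound, only probe sets with 1 symbol, list means, members above background, unmatched random lists and means over probe sets. Counts and list medians with each level not above background set at the bound, and a difference of 0 where neither array was above it, were added after seeing the data. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.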

Results

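Gene expression was measured in endogenous CD8+ T cells, the recipient's own T cells that refill the lymphoid organs after chemotherapy, in mice that bore B16F10 melanoma and received adoptive T-cell therapy. Both groups were given 300 mg/kg cyclophosphamide on day 3, 2000000 tumor-reactive Pmel-1 T cells on day 5 and IL-2 for 3 days (CTXpre). The CTXpre/CD4post group additionally received 200 µg of an antibody that depletes CD4+ cells on days 10, 17 and 24. On day 25, cells positive for CD8 and negative for Thy1.1, the marker of the transferred Pmel-1 cells, were sorted from lymph nodes and spleen. RNA pooled from 5 mice was hybridised to 1 array per group, so each group has n = 1 and no difference below has a replicate check. Levels are log2 values, and a difference is the CTXpre/CD4post level minus the CTXpre level. The number of arrays limits the precision.

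To examine which genes differed in endogenous CD8+ T cells with anti-CD4 treatment after cell transfer, the 2 arrays were compared probe set by probe set. The CTXpre/CD4post library held more RNA of chemokine receptors (Ccr8, Ccr4), effector molecules (Ifng, Gzmb), the IL-18 receptor chain Il18r1 and cell-cycle genes, and less RNA of Cd4, MHC class II and dendritic-cell genes. Of 14434 probe sets above background on at least 1 array, 76 were at least 2-fold higher and 84 at least 2-fold lower in the CTXpre/CD4post library by their measured levels, 1.11% in all, and 19 and 7 at 3-fold. With levels not above background set at the background bound, the counts were 61 and 56 at 2-fold and 16 and 5 at 3-fold. The CD8 genes of the sort had levels of 11.47 in CTXpre and 11.72 in CTXpre/CD4post for Cd8a, and of 11.70 and 11.80 for Cd8b1. Among 1447 probe sets of chemosensory receptors, used as a control for the spread between the arrays, 1 was at least 2-fold higher and 1 at least 2-fold lower. The central 95% of their differences ran from -0.58 to 0.66. Past 1.5-fold in either direction lay 6.43% of these dim probe sets and 6.42% of those above background, so a single gene past 1.5-fold is weak evidence. Adding 32 to the linear values before the logarithm, which shrinks differences of dim probe sets, left 22 higher and 19 lower.

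**Figure D1:**
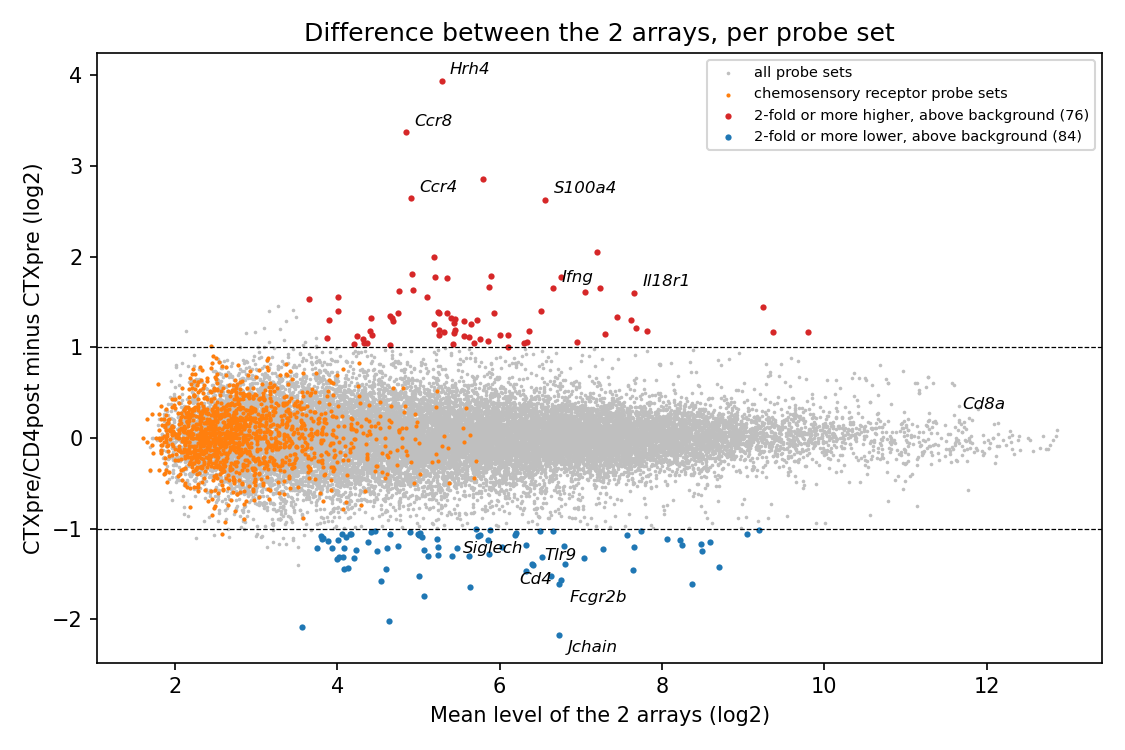
Difference between the CTXpre/CD4post and CTXpre arrays (log2, vertical axis) against the mean level of both arrays (log2, horizontal axis), 1 point per probe set, with 2-fold marked by dashed lines. The 76 higher and 84 lower probe sets past 2-fold by their measured levels, above background on at least 1 array, are coloured, the 1447 chemosensory receptor probe sets lie at the dim end, and Cd8a lies near 0.

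The gene with the highest measured difference was Hrh4, a histamine receptor, with a level of 3.32 in CTXpre, not above background, and 7.26 in CTXpre/CD4post, at least 7.67-fold higher. The chemokine receptors Ccr8 (3.16 and 6.53) and Ccr4 (3.59 and 6.23) were at least 4.65-fold and at least 3.76-fold higher. Cd40lg, the ligand of CD40 on antigen-presenting cells, was at least 2.84-fold higher, and Gcnt1, a glycosyltransferase that builds selectin ligands, at least 2.70-fold higher. Among genes measured above background on both arrays, the smooth muscle actin Actg2, whose CTXpre level of 4.36 lay just above the background bound of 4.32, was 7.24-fold, the calcium-binding protein S100a4 6.18-fold and the interferon-induced Ifitm1 4.13-fold higher in the CTXpre/CD4post library. Crmp1, Fut7, Penk, Sema6d, Zdhhc2, S100a6 and Ifng completed the 15 highest, between 3.14-fold for Ifng and 3.45-fold for Crmp1, and Penk, at 4.32 in CTXpre, also lay just above the bound. Fut7 is a fucosyltransferase of selectin ligand synthesis and Penk encodes an opioid precursor.

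Effector genes were higher in the CTXpre/CD4post library. Of 19 measured members, 4 were at least 1.5-fold higher and none at least 1.5-fold lower, with a median difference of 0.27, at the 100th percentile of 10000 random lists matched on level. Ifng had a level of 5.83 in CTXpre and 7.48 in CTXpre/CD4post, and the protease gene Gzmb 7.23 and 8.41. Tnf was 1.97-fold and Gzmk 1.71-fold higher, while the pore-forming Prf1 differed by 0.03 and Gzma by -0.37. Activation genes had a median difference of 0.38, also at the 100th percentile, with 3 of 14 members above background at least 1.5-fold higher. Icos, a costimulatory receptor, was 2.25-fold higher, Egr2 1.55-fold and Tnfrsf4 1.49-fold higher, and Tnfrsf18 had levels of 8.15 and 8.74. Of the 14 members, 12 had a difference above 0 and 2 had one below 0, Cd69 (-0.26) and Nr4a2 (-0.11). Tnfrsf9, which encodes 4-1BB, differed by 0.15. With 32 added to the linear values the activation median was 0.24. In the same library the dendritic-cell and MHC class II marker lists had median differences of -0.54 and -0.80, and immediate early and heat shock genes, which also respond to cell handling, one of -0.43.

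Inhibitory receptor genes went both ways. Of 11 members, 3 were at least 1.5-fold higher and 2 at least 1.5-fold lower, with a median difference of 0.50 at the 100th percentile and a mean of 0.25. Tigit was 2.59-fold, Pdcd1, which encodes PD-1, 1.85-fold and Cd160 1.77-fold higher in the CTXpre/CD4post library. Havcr2, which encodes TIM-3, had a level of 7.76 in CTXpre and 6.85 in CTXpre/CD4post, and Btla 7.32 and 6.55. The dendritic-cell markers, with a median difference of -0.54, were lower in the same library as Havcr2 and Btla.

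Migration genes were higher in the CTXpre/CD4post library, with a median difference of 0.50 at the 100th percentile. Of 18 members above background, 8 were at least 1.5-fold higher and 2 at least 1.5-fold lower. Besides Ccr4, Ccr8, Ccr6, Fut7 and Gcnt1, the higher members included the integrin chain Itgb1, 2.72-fold, the chemokine receptor Cxcr6, 1.88-fold, and Cxcr3, 1.62-fold. The study chose Ccr4, Ccr8, Ccr6, Fut7 and Gcnt1 on these same samples for being higher, so the percentile is partly fixed in advance. The lower members were Cxcr4, with a difference of -0.72, and Ccr9, with -0.64. Itgb1, Cxcr4 and Ccr9 were named after their values were seen. Between the same libraries the dendritic-cell, MHC class II and immediate early lists had median differences of -0.54, -0.80 and -0.43. The S100, annexin and galectin list had a median difference of 0.74 at the 100th percentile, with 8 of 12 members at least 1.5-fold higher. Capg, an actin-capping protein, was 3.06-fold and the galectin Lgals1 2.24-fold higher. S100a4 and Lgals1 are also among the genes the study chose on these samples.

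Cell-cycle genes were higher in the CTXpre/CD4post library. Of 22 proliferation genes, 11 were at least 1.5-fold higher, none at least 1.5-fold lower, and 21 had a difference above 0. The median difference was 0.57, at the 100th percentile. Rrm2, a subunit of ribonucleotide reductase, was 2.32-fold, the cyclin Ccna2 2.21-fold, the mitotic kinase Cdk1 2.18-fold and Mki67, the Ki-67 antigen, 1.92-fold higher. The dendritic-cell list stood at -0.54 between the same libraries.

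Genes of naive and memory T cells were lower in the CTXpre/CD4post library, each by a small amount. All 12 measured members had a difference below 0, none reached 1.5-fold, and the median of -0.26 lay at percentile 0 of the random lists. Il7r, the IL-7 receptor, had levels of 10.39 and 10.03, Actn1 9.86 and 9.43, Satb1 9.91 and 9.61, and Bach2 7.86 and 7.54. Immediate early and heat shock genes had a median difference of -0.43 at percentile 0, with all 13 members below 0 and 4 at least 1.5-fold lower. The transcription factor Atf3 had levels of 6.27 and 4.97, Fos 9.47 and 8.48, Jun 8.35 and 7.39, and the chaperone Hspa1b 7.19 and 6.33. Antigen-presenting-cell markers were lower in the same library, with a median of -0.80 for MHC class II.

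The IL-18 receptor chains stood out within their pathway list. Il18r1 was 3.03-fold higher (6.85 in CTXpre and 8.46 in CTXpre/CD4post) and Il18rap 1.84-fold higher, while the other 7 IL-18 and IL-12 pathway members above background, including Il12rb1 (-0.14) and Il18bp (-0.16), stayed within 1.5-fold. The list median was 0.02, at percentile 50.9, and -0.07 over the members above background. Among type 17 and innate-like genes, Ccr6 was at least 2.17-fold and the transcription factor Maf 2.16-fold higher, and Blk had a difference of -0.61, with a list median of 0.07 at percentile 76.4 and of 0.04 with 32 added to the linear values. Rora differed by 1.32 by its brightest probe set and was at least 3.66-fold higher by another, while its remaining probe set was above background on neither array. The type 2 list, whose median was 0.21 at percentile 93.6, or 0.45 at percentile 99.3 over members above background, and 0.06 with 32 added, held Ccr4 and Ccr8. The cytokine gene Il13 differed by 0.21, and Il17rb was at least 1.21-fold higher. Ccr4, Ccr8 and Il17rb passed the bound on the CTXpre/CD4post array only, so the type 2 median over members above background depends on the difference. Of 10 natural killer receptor genes above background, 2 were at least 1.5-fold higher (Klrb1f, 2.41-fold, and Klrc1, 1.80-fold) and 4 at least 1.5-fold lower, with a median of -0.18 at percentile 3.15. Over all 15 measured members the median was -0.12 at percentile 7.70, and -0.05 with 32 added. With levels not above background set at the bound, the medians of the type 17, type 2 and natural killer lists were 0. The lower members included Klrb1c, at least 1.95-fold lower, and Tyrobp (-1.03), also an adaptor of myeloid cells, whose markers had a median of -0.54.

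A pair of lists came from the study. Of the 20 genes it assigned to T-cell activation, differentiation and migration, 19 had a probe set named here. All 19 were at least 2-fold higher by measured levels, and 18 with levels not above background set at the bound. The exception was Epas1, not above background in CTXpre, which was at least 1.40-fold higher. The median was 1.63 at the 100th percentile, 1.51 with levels not above background set at the bound, and 1.03 with 32 added to the linear values. The study chose these genes on the same samples, so this is not independent evidence of their direction. They include 5 genes of the migration list, 2 each of the effector, S100 and type 2 lists, 1 each of the inhibitory, activation and IL-18 lists, and 0 of the proliferation list. The percentiles of the lists that share genes with them are not fully independent of that choice. The other list holds innate-like and natural killer receptor genes that the study named for cells high in the IL-18 receptor, from separate RNA-seq samples. It is a part of the genes the study found there, so its values speak only for the named ones. Of 10 genes, the 9 with a probe set had a median of -0.04 at percentile 36.3 and a mean of 0.60. Over the 6 members above background on at least 1 array the median was 0.64, but Hrh4, Cd40lg and Ccr6 passed the bound on the CTXpre/CD4post array only, so this selection depends on the difference. These 3 genes were higher, Klrb1c and Blk lower, and 3 of 9 measured members were above background on neither array.

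Other T-cell lists differed less. The T-cell core list had a median of 0.14 at percentile 96.7, with all 13 members within 1.5-fold, among them Cd2 (0.25), Zap70 (0.24) and Thy1 (0.38), whose probe set is not known to tell the Thy1.1 and Thy1.2 alleles apart. The 17 interferon response genes had a median of 0.18 at percentile 99.5 and none reached 1.5-fold. Bst2 differed by 0.48, Mx1 by 0.44 and Ifit1 by 0.37, and Isg15 was at least 1.31-fold higher. With 32 added to the linear values this median was 0.09. Resident memory genes had a median of 0.14 at percentile 97.54 (94.2 among unmatched lists), one of 0.09 with 32 added and a mean of -0.01, and virtual memory genes a median of 0.09 at percentile 82.1 and a mean of -0.01. In these lists Cxcr6 (0.91), Itgae (0.56), Il2rb (0.47) and Cd44 (0.40) were higher, and Cdh1 (-0.71), Rgs2 (-0.61) and Fcgr2b (-1.60) lower. Fcgr2b is also carried by antigen-presenting cells, whose MHC class II genes had a median of -0.80. Glycolysis genes had a median of 0.08 at percentile 80.5, between Hk2 (0.46), Slc2a3 (0.32), Aldoa (0.17) and Hk1 (-0.16). Housekeeping genes had a median of 0.05 at percentile 63.3, and of 0.03 with the lowess trend removed, between Sdha (0.46), Hprt (0.22), Tbp (0.12) and Gusb (-0.20).

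**Figure D2:**
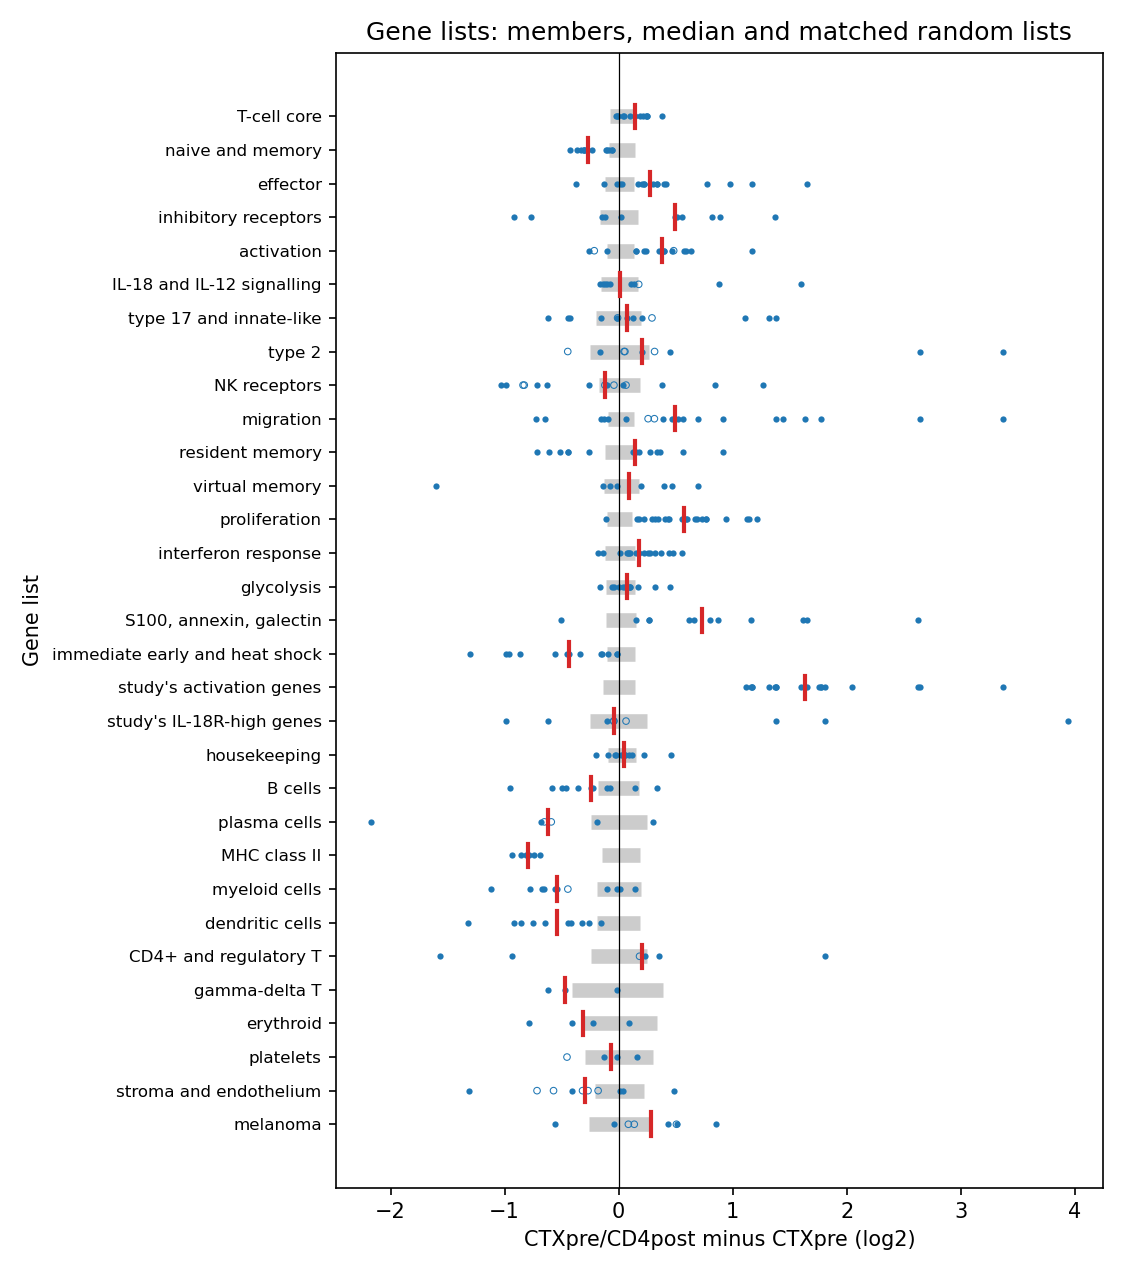
Differences between the CTXpre/CD4post and CTXpre arrays (log2, horizontal axis) for the members of 31 gene lists, with filled points for genes above background on at least 1 array, open points for the others, red bars for list medians and grey bars for the central 95% of medians of 10000 matched random lists. The proliferation median (0.57) lies to the right of its grey bar, and the MHC class II median (-0.80) to the left.

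The gene with the lowest difference was Jchain, the joining chain of secreted antibodies, with levels of 7.82 in CTXpre and 5.65 in CTXpre/CD4post. Cd4 had levels of 7.55 and 5.98, and the inhibitory Fc receptor Fcgr2b 7.54 and 5.93. The 15 lowest also held Tlr9, an endosomal DNA sensor (7.09 and 5.70), Fscn1, an actin-bundling protein of mature dendritic cells (7.11 and 5.71), the metallothionein Mt2 (7.06 and 5.60), the kallikrein Klk1 (8.37 and 6.91), Ifi207 (7.40 and 5.87) and BC028528 (6.45 and 4.81). Another 6 probe sets had only a bound, since the CTXpre/CD4post array was not above background. Of these, Septin3 was at least 2.69-fold, the sulfotransferase Sult1a1 at least 2.49-fold, Golga1 at least 1.98-fold, Nlgn2 at least 1.42-fold, Phactr2 at least 1.39-fold and Mctp1 at least 1.20-fold lower.

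Markers of other cell types were mostly lower in the CTXpre/CD4post library. All 6 measured MHC class II genes were at least 1.5-fold lower, with a median of -0.80 at percentile 0. H2-Eb1 had levels of 10.48 and 9.54, H2-DMb1 9.97 and 9.11, H2-DMa 8.94 and 8.13 and their transactivator Ciita 7.36 and 6.58. All 10 dendritic-cell markers had a difference below 0, 5 of them at least 1.5-fold lower, with a median of -0.54 at percentile 0. Siglech, a marker of plasmacytoid dendritic cells, had levels of 7.18 and 5.86, the cytokine receptor Flt3 6.85 and 5.94 and Clec9a 6.41 and 5.66, and Wdfy4 differed by -0.85. Myeloid markers had a median of -0.54 at percentile 0, and one of -0.35 with 32 added to the linear values. Of 10 above background, 4 were at least 1.5-fold lower, Mpeg1 (-1.12), S100a8 (-0.77), Csf1r (-0.67) and Lyz2 (-0.65). Another 6 stayed within 1.5-fold, and 2 of the 10 had a difference above 0. Plasma cell markers had a median of -0.62 at percentile 0.01, of -0.20 with 32 added, and of -0.083 with levels not above background set at the bound. Jchain was the lowest member, Sdc1 was at least 1.12-fold lower, and Xbp1 differed by -0.19 and Derl3 by 0.30.

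B-cell markers had a median of -0.24 at percentile 0.45, with 2 of 11 at least 1.5-fold lower, Fcrla (-0.95) and Ebf1 (-0.59), next to Bank1 (-0.49) and Pou2af1 (-0.46). Markers of CD4+ and regulatory T cells went both ways, with a median of 0.21 at percentile 94.8, one of 0.12 with 32 added and a mean of 0.01. Cd40lg was at least 2.84-fold higher and Zbtb7b differed by 0.36, while Cd4 (-1.57) and Gpr83 (-0.93) were lower. Gamma-delta T-cell markers had a median of -0.47 at percentile 1.41 over 3 of 10 listed genes, Blk, Sox13 (-0.47) and Cd163l1 (-0.02), and of -0.26 with 32 added. The other listed genes, among them the receptor genes Trdc and Tcrg-C1, had no probe set named here. Erythroid markers had a median of -0.31 at percentile 3.01 (2.0 among unmatched lists), and of -0.16 with 32 added, from Car2 (-0.78), Klf1 (-0.40) and Alas2 (-0.22) to Slc4a1 (0.09). Platelet markers had a median of -0.07 at percentile 30.3, and of -0.04 with 32 added, with Pf4 at -0.13, Gp9 at -0.01 and Itga2b at 0.16. Stromal and endothelial markers had a median of -0.29 at percentile 0.41, and of 0.01 over the 5 members above background, among them Kdr, at least 1.27-fold lower, Pecam1 (-0.41), Col1a2 (0.48) and Col1a1 (0.04). Melanoma markers, dim on both arrays, had a median of 0.28 at percentile 97.9 and of 0.09 with 32 added, with Pmel at 4.75 and 5.27, Dct and Sox10 at most 4.41 on either array, and Mitf at 4.73 and 4.17. With levels not above background set at the bound, the stromal and melanoma medians were 0.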

Values the study reported

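The study counted 95 genes raised more than 2-fold in endogenous CD8+ T cells of the CTXpre/CD4post group over the CTXpre group. It placed 20 of them, or 21%, among genes of T-cell activation, differentiation and migration. It also gave a rise of more than 3-fold for Ifng and Il18r1.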

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

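Alternatives were fixed before the data were examined, except the count without other cell types' genes, the scaling of gene families and the setting of dim levels at the background bound, which were chosen after seeing the data. No paired analysis was possible because each group has 1 array and the labels give no shared replicate numbers. No replicate could be left out for the same reason. Centring the difference on its median, quantile normalization and removal of the lowess trend moved no list median by more than the spread of its random lists, and kept 159, 158 and 160 of the 160 probe sets past 2-fold. The deposited values were already quantile-normalized, so these settings could change little and are a weak check. Without genes on the lists of other cell types, 75 probe sets were higher and 79 lower. Counts without a filter (96 and 106) and with 1 symbol (72 and 70) were within 1.5 times, as were those with the 99th percentile bound, which kept 123 of the 160. Setting levels not above background at the bound gave 61 and 56, 117 of the same 160. Thresholds moved them by construction, to 436 higher and 490 lower at 1.5-fold and 19 and 7 at 3-fold. The 1.5-fold counts make up 6.42% of the probe sets above background, next to 6.43% of the chemosensory probe sets past 1.5-fold.

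Adding 32 to the linear values shrinks dim differences by construction and left 22 higher and 19 lower. The list medians became 0.35 for inhibitory receptors, 0.24 for activation, 0.063 for type 2, 0.38 for migration, 0.41 for proliferation, 0.094 for interferon, 0.66 for S100 with annexins, -0.36 for immediate early genes and 1.03 for the study's activation genes. For other cell types they became -0.20 (plasma), -0.35 (myeloid), -0.40 (dendritic), -0.26 (gamma-delta), -0.080 (stroma) and 0.093 (melanoma). It moved 52 of 131 named genes by more than the spread of their level bin and reversed none.

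With the mean in place of the median, the values were 0.37 for effector, 0.25 for inhibitory receptors, 0.23 for IL-18 and IL-12, 0.22 for type 17, 0.72 for type 2, 0.74 for migration, 0.85 for S100 with annexins, 1.72 for the study's activation genes, 0.60 for the IL-18 receptor genes it names, -0.43 for myeloid and 0.013 for CD4+ T-cell markers. Resident memory turned from 0.14 to -0.0051 and virtual memory became -0.0075. The cause was not tested. Over members above background only, which drops dim genes, the medians were -0.074 for IL-18 and IL-12, 0.45 for type 2, 0.64 for those IL-18 receptor genes, -0.44 for plasma cells and 0.43 for melanoma, and stroma turned from -0.29 to 0.014. Where members passed the bound on 1 array only, as in the type 2, IL-18 receptor and melanoma lists, this selection depends on the difference. With unmatched random lists resident memory lay at percentile 94.2 in place of 97.54 and erythroid markers at 2.0 in place of 3.01, and no other list crossed the limits of the central 95%. With levels not above background set at the bound, which removes differences below it by construction, the medians were 0.30 for activation, 1.51 for the study's activation genes, -0.083 for plasma cells and 0 for type 2, natural killer receptors, stroma and melanoma. Signal near background limits the folds of Hrh4, Ccr8 and Ccr4, which are bounds, and of Actg2 and Penk, whose CTXpre levels of 4.36 and 4.32 lie just above the bound.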

Other observations

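The gene families, and the tests of a purer sort, of CD4+ T cells and of activated CD8+ T cells, were chosen only after their results were seen. The added dendritic, B-cell and macrophage lists were written after the highest and lowest genes were seen but before their own members' values were. Of 53 canonical histone genes above background, 52 were higher in the CTXpre/CD4post library and 28 at least 1.5-fold, with a median difference of 0.59. Their copies are near-identical, so single histone genes are uncertain and the counts are not of independent measurements. H3c14 and H3c15, for example, had the same levels on both arrays (10.92 in CTXpre and 11.42 in CTXpre/CD4post). H2bc3 had levels of 7.90 and 8.87, and H1f2 was the exception, at 7.42 and 6.99. Of 28 kinesins, 21 had a difference above 0 and 7 below, 6 were at least 1.5-fold higher, and the median was 0.22, or 0.11 with the linear offset. The highest were Kif15 (4.67 and 6.04) and Kif2c (5.54 and 6.67), and the lowest Kif3c (6.03 and 5.81). The 35 replication factors had a median of 0.19, with 27 above 0. Cytosolic ribosomal protein genes were lower by a small amount, with 49 of 52 below 0 and a median of -0.11. Proteasome subunits had a median of 0.13, with 34 of 36 above 0, and mitochondrial complex I and V subunits one of 0.03. The signs of these medians held under centring, quantile normalization, lowess removal and the linear offset. Of these settings, only the linear offset could change them by much, as the values were already quantile-normalized.

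The metallothionein genes Mt1 (9.16 and 8.01) and Mt2 were lower in the CTXpre/CD4post library, while Mt4 differed by -0.08. Of 8 toll-like receptors above background, 7 were lower, with Tlr13 at 6.27 and 5.19, and Tlr1 was higher, at 7.70 and 8.00. Tlr3, Tlr7 and Tlr11 are also on the added dendritic lists. The Fc receptors had a median of -0.71, with Fcgr3 at 6.91 and 5.73 and Fcer1g at 7.58 and 6.87. Integrin subunits went both ways, with Itga2 at 4.94 and 5.85 and Itgax at 6.64 and 6.00.

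The first pattern is the lower level of antigen-presenting-cell genes. Whether a purer sort, holding fewer cells of every other type alike, was the whole cause cannot be told from the list medians. Among 8 lists of other cell types with every member above background, the lowest (conventional dendritic, -0.88) and highest (B-cell, -0.24) lay 0.64 apart. This was beyond 2 times the summed spreads of random lists (0.36). The B-cell, dendritic, myeloid and platelet lists alone lay up to 0.47 apart, within that limit for them (0.50). This gap was beyond 2 times the root of their summed squared spreads (0.36), so these lists left the question undecided. Background and any expression by T cells can shrink such differences unequally, so unequal medians do not exclude a purer sort. The mean CTXpre level was 8.16 for the conventional dendritic list and 6.53 for the B-cell list. Fewer CD8+ conventional dendritic cells may account for part of the pattern, since all 8 measured genes of an added list were lower (median -0.88, percentile 0; Cst3 11.28 and 10.88, Naaa 9.74 and 8.86), and so may fewer plasmacytoid dendritic cells (12 of 13 lower, median -0.51, percentile 0; Pld4 8.79 and 7.67, Tlr7 8.63 and 8.40) or fewer B cells (7 of 11 lower, median -0.38, percentile 0.02; Cd180 9.05 and 8.35, Cd72 8.70 and 8.75). None of the added genes (0) is on an earlier list, and 8, 11 and 11 of them were above background on the CTXpre/CD4post array. The stains for CD8 and Thy1.1 named in the labels should remove B cells but need not remove CD8+ dendritic cells. The study states that live lymphocytes were gated by light scatter and shows the sort in a supplementary figure, whose picture was not used here. Spleen macrophages cannot be told apart from no difference (median -0.052, percentile 28.2), because only 4 of 9 genes were above background, and how far T cells express the added genes, or express them less, stays untested.

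The second pattern is the set of 19 named probe sets at least 3-fold higher by measured levels, 12 of them above background on both arrays and 16 at least 3-fold higher with levels not above background set at the bound. None (0) of 1447 chemosensory probe sets was as much higher, but these are dim, and the 19 were picked by their size, so measurement spread stays open without a replicate array. More CD4+ T cells cannot be told apart by Cd4 (-1.57), because dendritic cells that carry Cd4 had lower markers too, which could mask a gain. Other CD4+ and regulatory T-cell markers went both ways (Cd40lg at least 2.84-fold higher, Zbtb7b 0.36, Gpr83 -0.93), with a list median of 0.21 at percentile 94.8. However, the sort on CD8 and the antibody should both remove CD4+ T cells. The study reports that the antibody depleted CD4+ T cells in lymph nodes of mice in a separate experiment with a similar regimen. The cells sorted for these arrays were not checked in that way in the sources used here. A larger share of activated CD8+ T cells is a candidate explanation, since the activation and proliferation lists both lay at percentile 100 of random lists, and 1 member of the activation list (Icos) and 0 of the proliferation list are among the study's genes. The study's flow cytometry of endogenous CD8+ T cells found more cells with 4-1BB, CD69 or high IL-18Rα protein in the CTXpre/CD4post group. Of their RNAs, Il18r1 was 3.03-fold higher here, while Cd69 differed by -0.26 and Tnfrsf9, which encodes 4-1BB, by 0.15. Higher expression per cell stays untested.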
